A study of Schizosaccharomyces pombe with 9 samples.

How the data were processed

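Polyadenylated RNA was sequenced from fission yeast (Schizosaccharomyces pombe) in log-phase growth in rich YEA medium at 32 °C. The titles name 3 genotypes with 3 samples each. The first expresses TetR-Mit1, a fusion of the Tet repressor DNA-binding protein to the chromatin remodeler Mit1. The second carries the K587A substitution in the Mit1 part of that fusion, and the third adds a modification labelled clr4oe. Each sample was assigned to its genotype by its title, and each column of the count table was matched to a sample by the library letter in the sample's description. The table used here has 8 library columns. The third clr4oe library was not analysed here, so that group has 2 libraries and the other groups have 3. Each genotype carries a single strain number in the labels, so strain and genotype cannot be separated, and the spread between replicates does not include the spread between strains.

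The deposited values are read counts per gene, whole numbers that are not normalized. The column names end in ReadsPerGene.out, the suffix of gene counts written by the aligner STAR, per the file headers. The STAR version, the genome build, the annotation, the strand setting and any filter are not stated in the headers or labels. Counts of overlapping genes and of near-identical gene copies are therefore uncertain. Genes are listed under PomBase systematic identifiers, and totals ran from 10367168 to 15920802 counts per library. Gene symbols were taken from the RefSeq annotation of assembly ASM294v3 by matching identifiers without regard to case. Of the identifiers, 4906 matched and 9 mitochondrial ones did not. Because the deposited table names no build, no coordinates are given. The annotation served only for symbols, gene order, overlaps, nearness to a chromosome end, and the length and GC content of genes.

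Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (4887 kept, 28 removed), libraries were scaled by TMM, and the quasi-likelihood F test was applied with glmQLFit and glmQLFTest. All 8 libraries entered a single fit with genotype as the only factor, so the 3 groups shared one estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and an adjusted p under 0.05 was the threshold. The design had been written for 9 libraries and was kept with 8. Expression values are TMM-normalised CPM, counts scaled to a common library size, given as mean ± SD. The standard error of a log2 fold change was obtained as its absolute value divided by the square root of the F statistic. On simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed by known factors, 4885 genes were tested. In the comparison of K587A with TetR-Mit1, 196 of the 200 were recovered and 6 unchanged genes were called. In the comparison of clr4oe with TetR-Mit1, 195 were recovered and 9 unchanged genes were called. In the comparison of clr4oe with K587A, where no gene was changed, none was called. In the real comparisons, 52.3% to 71.7% of the tested genes passed the threshold, with median absolute log2 fold changes of 0.246 to 0.399. The simulation changed far fewer genes and used the dispersions of the same fit. It therefore does not test calls under such broad and mostly small change.

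Subtelomeric genes were those with a midpoint within 100 kb of either end of chromosome I or II, and they were compared with all other tested genes by camera (inter-gene correlation 0.01, limma 3.58.1). A list of 22 genes tied to heterochromatin or to reporter assays was fixed before the data were examined, and 21 of them were in the table. Genes were named by a rule also fixed before the data were examined. For each comparison, up to 3 genes with the largest rise and up to 3 with the largest fall were named. They had to pass the threshold, average at least 5 CPM over all libraries, and show no overlap between the libraries of the 2 groups. Mit1, clr4 and list genes past the threshold were added, except that 1 gene is not reported here. Other genes and breakdowns in the text, among them the neighbours of ura4, were chosen after their values were seen.

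Replicate numbers in the titles run from 1 to 3 in each group. Fits with the replicate number as a block were made as an alternative, since the labels do not say that same-numbered cultures were grown or sequenced together. Other alternatives were median-of-ratios and upper-quartile scaling, the Wald test of DESeq2 1.42.0, looser and stricter filters on low counts, fits to the 2 compared groups alone, stricter thresholds, other distances from the chromosome end, the fry test, and the removal of each library in turn. With totals of this size, 3 counts, taken as the smallest detectable value, correspond to between 0.188 and 0.289 CPM of a library's unscaled total; this floor covers counting error only. Camera p-values are given after adjustment over the comparisons or chromosome ends tested together, within each setting.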

Results

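Gene expression was profiled by poly(A) RNA sequencing in 3 fission yeast genotypes built around TetR-Mit1. Mit1 is a chromatin remodeler of the SHREC silencing complex, and the TetR fusion brings it to DNA that carries Tet operator sites. K587A is a substitution in the ATPase domain of Mit1. Clr4 is the histone methyltransferase that deposits H3K9 methylation. The series concerns the part of Mit1 in the propagation of this mark. Analysed here were 3 libraries of TetR-Mit1, 3 of TetR-Mit1-K587A (K587A below) and 2 of TetR-Mit1 clr4oe (clr4oe below). Total counts ranged from 13086567 to 14181298 for TetR-Mit1, from 10367168 to 15920802 for K587A and from 13838210 to 14401186 for clr4oe. In each library, between 4900 and 4906 genes had at least 1 count.

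Libraries of the same genotype were close to each other. Pearson's r of log2 CPM across genes was 0.9965 to 0.9975 for the 7 pairs within a group and 0.9445 to 0.9813 for the 21 pairs between groups. The chi-square statistic per degree of freedom over genes, which is about 1 for repeated sampling of a single library, was 2.75 to 6.08 within groups. No pair of libraries agreed within sampling noise, and each library was counted as a separate replicate. This goes against repeated sequencing of a single library, but it cannot tell separate cultures from separate libraries of the same culture. Between groups the same statistic was 63.4 to 268. The common biological coefficient of variation was 3.58%.

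The genes named in the genotypes were examined first. Clr4 (SPBC428.08c, chromosome II) had 56.2 ± 4.08 CPM in TetR-Mit1 (SD, n = 3), 58.1 ± 2.49 CPM in K587A (SD, n = 3) and 279 ± 7.70 CPM in clr4oe (SD, n = 2). The rise in clr4oe over TetR-Mit1 was 4.96-fold (log2 fold change 2.31 ± 0.05 SE, edgeR quasi-likelihood test, adjusted p = 1.59e-21). K587A and TetR-Mit1 did not differ in clr4 (log2 fold change 0.05 ± 0.06 SE, edgeR adjusted p = 0.506). The annotated clr4 and meu6 genes overlap, and meu6 rose with clr4 by 2.37 ± 0.07 (log2, SE, edgeR adjusted p = 2.07e-19). Mit1 (SPBP35G2.10, chromosome II) had 386 ± 6.72 CPM in TetR-Mit1 (SD, n = 3). It was higher in K587A, at 534 ± 14.2 CPM (SD, n = 3), a 1.38-fold difference (log2 fold change 0.47 ± 0.04 SE, edgeR adjusted p = 2.37e-11). In clr4oe mit1 was at 350 ± 9.16 CPM (SD, n = 2), lower by a log2 fold change of -0.14 ± 0.04 SE (edgeR adjusted p = 0.0029). The counts do not separate reads of the fusion from reads of any other mit1 copy, and mit1 overlaps the annotated gene nbr1. For mit1 and clr4 the alternatives were median-of-ratios scaling, DESeq2, fits to the 2 groups alone, the replicate block and removal of single libraries. In each of these, both genes kept their direction and, where a test was made, their side of the threshold.

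**Figure D1:**
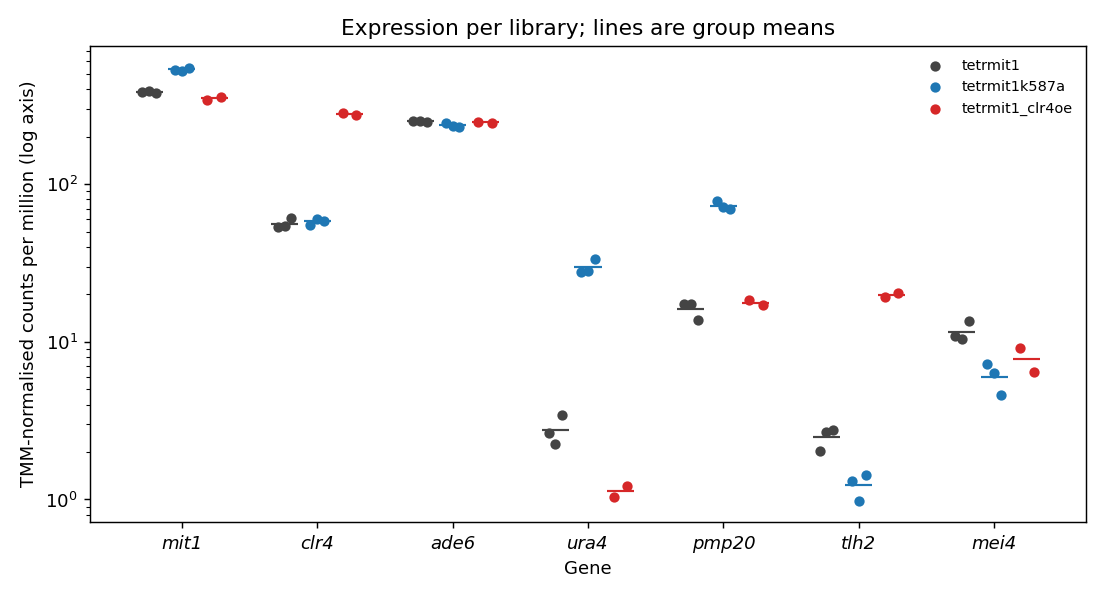
TMM-normalised CPM on a log axis for 7 genes, with 1 point per library and a horizontal line at each group mean (TetR-Mit1 grey, K587A blue, clr4oe red). The clr4oe libraries are the highest for clr4 and tlh2, and the K587A libraries are the highest for ura4 and pmp20.

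The effect of the K587A substitution was assessed against TetR-Mit1. Of 4887 tested genes, 2557 (52.3%) passed an adjusted p of 0.05, with 1333 higher and 1224 lower in K587A. Which direction was more frequent depended on the setting: DESeq2 called 1152 higher and 1174 lower. Most differences were small: the median absolute log2 fold change of these genes was 0.246. Only 88 also changed by at least 2-fold, 19 higher and 69 lower, and this added fold requirement moved the count more than any other alternative.

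Rises and falls were ranked among genes with a mean of at least 5 CPM and no overlap between the libraries of the compared groups, here and in the comparisons that follow. The largest rise in K587A was that of ura4 (SPCC330.05c, chromosome III). It went from 2.77 ± 0.588 CPM in TetR-Mit1 to 29.9 ± 3.28 CPM in K587A (SD, n = 3 each), a 10.6-fold difference (log2 3.41 ± 0.15 SE, edgeR adjusted p = 7.25e-16). Ura4 is also used in reporter assays, and the counts do not separate reads of the native gene from reads of any other ura4 copy. A difference between the strains at ura4 is therefore not excluded. The neighbouring gene pmp20 (SPCC330.06c) rose from 16.1 ± 2.04 to 73.0 ± 4.59 CPM (SD, n = 3 each; log2 2.18 ± 0.09 SE, edgeR adjusted p = 6.91e-17). The gene rps1401 (SPAC3H5.05c, chromosome I) rose from 28.8 ± 2.11 to 184 ± 5.36 CPM (SD, n = 3 each; log2 2.67 ± 0.06 SE, edgeR adjusted p = 1.51e-22). It overlaps aar2, which also rose (log2 1.35), and it has a second copy, rps1402 (log2 0.46), so its counts are uncertain. The largest falls were in gst2 (SPCC965.07c, chromosome III), dak2 (SPAC977.16c, chromosome I) and mug14 (SPBC359.06, chromosome II). Expression of gst2 fell from 492 ± 14.4 to 81.4 ± 1.43 CPM (SD, n = 3 each; log2 -2.59 ± 0.04 SE, edgeR adjusted p = 9.49e-25). The log2 fold changes of dak2 and mug14 were -2.56 ± 0.07 and -2.36 ± 0.10 (SE). Dak2 overlaps the annotated gene SPAC977.17.

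Comparison of clr4oe with TetR-Mit1 gave more changed genes. Of the 4887 tested genes 3179 (65.1%) passed the threshold, 1567 higher and 1612 lower in clr4oe. At least 2-fold changes were found in 211 of them, 61 higher and 150 lower. The gene aes1 (SPBPB21E7.07, chromosome II) rose most, from 47.1 ± 0.624 CPM (SD, n = 3) to 451 ± 11.5 CPM (SD, n = 2), or 9.56-fold (log2 3.26 ± 0.04 SE, edgeR adjusted p = 2.88e-26). SPBPB10D8.02c on the same chromosome rose 8.90-fold (log2 3.15 ± 0.13 SE); it overlaps SPBPB10D8.01. The subtelomeric helicase gene tlh2 (SPBCPT2R1.08c) rose from 2.48 ± 0.404 CPM (SD, n = 3) to 19.8 ± 0.830 CPM (SD, n = 2), with a log2 fold change of 2.99 ± 0.18 SE (edgeR adjusted p = 1.19e-13). This gene belongs to a family of near-identical copies, and its counts depend on how reads shared with tlh1, a gene not analysed here, were treated. The largest falls, all on chromosome II, were in SPBC1289.14 (log2 -3.34 ± 0.20 SE), str1 (SPBC4F6.09, log2 -3.03 ± 0.06 SE) and nrg1 (SPBPB2B2.01, log2 -2.89 ± 0.09 SE). Expression of str1 went from 198 ± 7.49 CPM (SD, n = 3) to 24.3 ± 1.23 CPM (SD, n = 2; edgeR adjusted p = 4.89e-23).

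When clr4oe was set directly against K587A, 3505 genes (71.7%) passed the threshold, 1728 higher and 1777 lower in clr4oe, and 381 of them changed by at least 2-fold. With the replicate number as a block the count was 3458, of which 3410 were also called without it. Same-numbered clr4oe and K587A libraries did not deviate together: their deviations from the group means had a mean correlation across genes of -0.102. The value for other pairs, 0.051, is tied to this one by the centring on group means and is no separate reference. Ura4 showed the largest fall, from 29.9 ± 3.28 CPM in K587A (SD, n = 3) to 1.13 ± 0.130 CPM in clr4oe (SD, n = 2), a log2 fold change of -4.71 ± 0.21 SE (edgeR adjusted p = 2.43e-16; -4.71 is based on 15 and 17 counts in the clr4oe libraries). Next were pan5 (SPBPB2B2.09c, log2 -2.87 ± 0.08 SE) and str1 (log2 -2.83 ± 0.06 SE). The largest rises were those of tlh2 (log2 4.02 ± 0.20 SE), SPBC1271.08c (log2 3.73 ± 0.07 SE) and gst2 (log2 3.12 ± 0.04 SE). Of these, gst2 had the largest fall among the ranked genes in K587A against TetR-Mit1.

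The overlap of both comparisons with TetR-Mit1 was then counted. The threshold was passed in both by 1816 genes, against 1663 expected if the calls were independent; both comparisons use the same TetR-Mit1 libraries, so this expectation is descriptive. Of the shared genes, 736 changed in the same direction (40.5%) and 1080 in opposite directions. The log2 fold changes of the 2 comparisons had Pearson's r of 0.0119 and Spearman's rho of -0.115 across 4887 genes, which are not independent replicates. Among the 31 genes changed at least 2-fold in both, 23 moved in the same direction and 8 in opposite directions. A nuclear chromosome position was assigned to 30 of these, and 14 of them were subtelomeric. Noise in the shared TetR-Mit1 libraries moves both sets of fold changes the same way. No value under no change was computed, so r, rho and the shares of genes moving together are descriptive too.

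**Figure D2:**
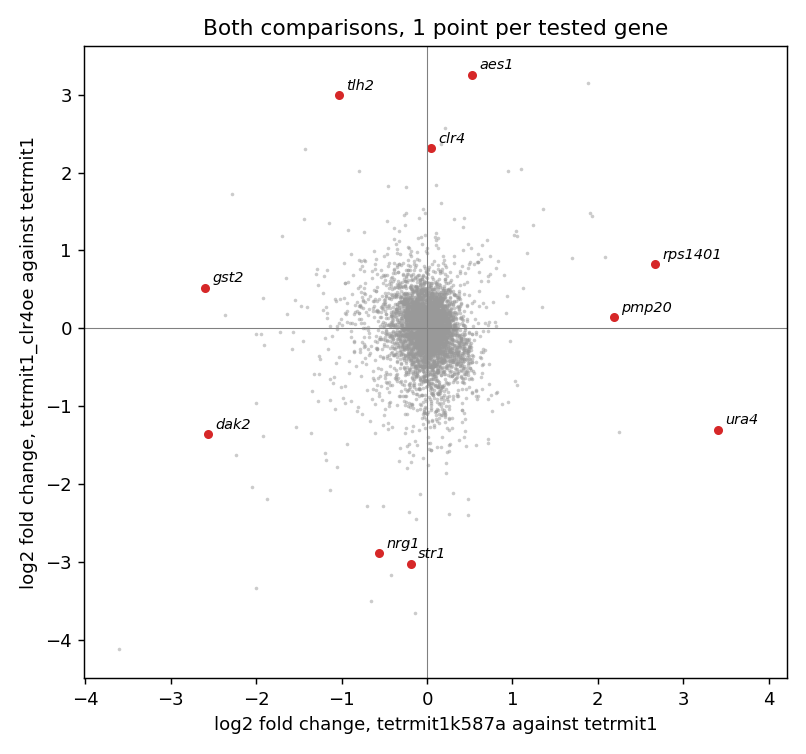
Log2 fold change of each of the 4887 tested genes in K587A against TetR-Mit1 (horizontal axis) and in clr4oe against TetR-Mit1 (vertical axis), with selected genes labelled in red. The points show no common slope (Pearson's r 0.0119), and among the labelled genes ura4, with log2 fold changes of 3.41 and -1.30, lies at the far right. Both axes use the same TetR-Mit1 libraries, so r is descriptive.

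Because subtelomeres are large H3K9-methylated domains of this organism, genes within 100 kb of the ends of chromosomes I and II were compared with all others. In K587A the 73 subtelomeric genes had a median log2 fold change of -0.141 against TetR-Mit1, a difference of -0.147 from the other 4814 genes (camera, adjusted p = 0.0124 over 3 comparisons). In clr4oe the median was -0.619 and the difference from the other genes was -0.618 (camera, adjusted p = 0.0325). In clr4oe against K587A the difference was -0.314, and the set did not pass the threshold of this directional test (camera, adjusted p = 0.781). The results depended on the setting. Within 50 kb neither the K587A set (difference -0.267, camera, adjusted p = 0.374) nor the clr4oe set (difference -0.867, adjusted p = 0.087) passed the threshold. The clr4oe set also did not pass it within 200 kb (difference -0.0392, camera, adjusted p = 0.432) or without the filter on low counts (difference -0.441, adjusted p = 0.0698). Changes of at least 2-fold were frequent near the ends. They affected 24.7% of subtelomeric genes in K587A against 1.45% of other genes, and 49.3% against 3.64% in clr4oe, each compared with TetR-Mit1. In clr4oe against K587A they affected 37% against 7.35%. None of 10000 random gene lists matched on mean expression reached these shares; the highest were 13.7%, 17.8% and 23.3% in the 3 comparisons.

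The direction differed between chromosome ends, a breakdown chosen after the values were seen. The inter-gene correlation of camera was fixed at 0.01. If neighbouring genes change together more than that, the camera p-values are too small, here and for all subtelomeric genes together. At the left end of chromosome II, 7 of 18 genes were higher and 2 lower in K587A, and 7 were higher and 3 lower in clr4oe (camera up, adjusted p = 0.00674 and 0.000157 over 8 tests). The median log2 fold changes of that end were 0.347 in K587A and only 0.164 in clr4oe. At the right end of chromosome II, 10 of 16 genes were lower and 3 higher in K587A, and 13 were lower and 3 higher in clr4oe (camera down, adjusted p = 0.00889 and 0.000207). At the left end of chromosome I, 11 of 22 genes were lower in K587A and 14 in clr4oe (camera down, adjusted p = 1.92e-06 and 0.00306). At its right end, 6 of 17 genes were lower and 2 higher in K587A, and the set was not separable (camera, adjusted p = 0.129). In clr4oe 7 of these 17 were lower and 2 higher. The set passed the threshold there (camera down, adjusted p = 0.0145), but its median log2 fold change was only -0.0783. The gene tlh2, at the right end of chromosome II, moved against that end in clr4oe.

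Among the 21 heterochromatin and reporter genes of the fixed list, 8 passed the threshold in K587A against TetR-Mit1, 13 in clr4oe against TetR-Mit1 and 9 in clr4oe against K587A. Adjustment over the list alone gave the same 3 counts. These counts cover the whole list. In K587A, 2 of the 8 changed by at least 2-fold, ura4 and tlh2, the latter falling to 1.24 ± 0.228 CPM (SD, n = 3; log2 -1.03 ± 0.28 SE). The meiotic genes mei4 and ssm4, which lie in H3K9-methylated islands, were lower in K587A (log2 -0.92 ± 0.17 and -0.60 ± 0.12 SE) and in clr4oe (log2 -0.58 ± 0.18 and -0.79 ± 0.14 SE). The K587A changes in raf2 (log2 -0.26) and clr3 (log2 0.13) were smaller. In clr4oe, the changes of at least 2-fold included those of clr4, tlh2 and ura4. Ura4 was lower (log2 -1.30 ± 0.31 SE). The clr4oe changes in mit1, clr1, clr2, chp1, chp2, raf2, ago1, mei4 and ssm4 had absolute log2 values under 1. Ade6 did not pass the threshold in K587A (log2 -0.08 ± 0.04 SE, edgeR adjusted p = 0.0546) or in clr4oe (log2 -0.02 ± 0.04 SE, edgeR adjusted p = 0.604). As for ura4, the counts do not separate the native ade6 gene from any other copy. The annotated genes mei4, clr1, rik1, stc1 and dcr1 overlap other genes, so their counts are uncertain. Swi6, rik1, epe1, stc1, dcr1 and tas3 passed it in none of the 3 comparisons.

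The tested genes around ura4 on chromosome III were listed in annotation order after their values were seen. In clr4oe the 5 consecutive genes from rhp16 to mug135, which is next to ura4, were all lower than in TetR-Mit1, with log2 fold changes from -3.66 to -2.12. Expression of these 5 genes was 7.68% to 22.9% of that in TetR-Mit1. The lowest, SPCC330.19c, had 0.212 CPM in clr4oe and as few as 2 counts in a library, at the floor of detection. In K587A the median log2 fold change of the same 5 genes was -0.143. The larger rises of K587A lay in ura4 itself, new25 (log2 2.25 ± 0.25 SE) and pmp20, on the other side, and the next gene, SPCC330.07c, rose by less (log2 0.29 ± 0.08 SE, edgeR adjusted p = 0.00468). On that side in clr4oe, new25 (log2 -1.34 ± 0.48 SE), SPCC330.07c (log2 -0.61 ± 0.10 SE), alg11 (log2 -0.66 ± 0.05 SE) and enp2 (log2 -0.42 ± 0.07 SE) were lower than in TetR-Mit1. Their edgeR adjusted p-values ran from 6.09e-11 to 0.0171. Pmp20 did not differ (log2 0.14 ± 0.11 SE, edgeR adjusted p = 0.272).

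**Figure D3:**
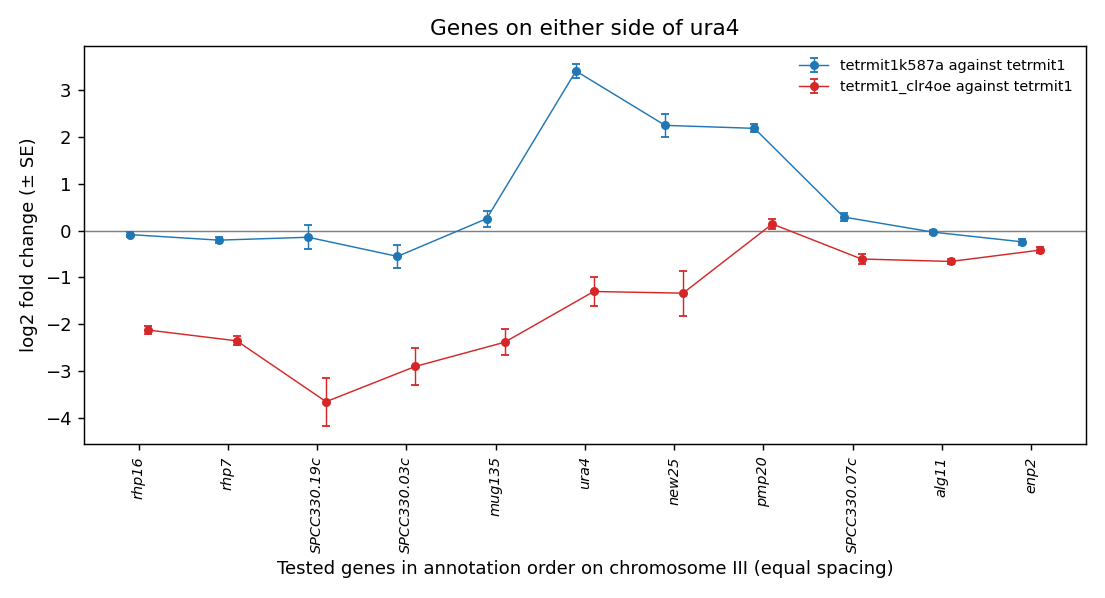
Log2 fold change with its standard error (bars) for ura4 and the 5 tested genes on each side of it in annotation order at equal spacing, for K587A (blue) and clr4oe (red) against TetR-Mit1. The red points are lowest over the 5 genes from rhp16 to mug135 (-3.66 to -2.12), and the blue points are highest at ura4, new25 and pmp20 (3.41, 2.25 and 2.18).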

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

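The alternatives were chosen before the data were examined. The number of changed genes was stable to the choice of scaling, test, filter and samples, and changed by more than 1.5 times only when a fold requirement was added. With at least a 2-fold change required, 88 genes remained for K587A against TetR-Mit1, 211 for clr4oe against TetR-Mit1, 381 for clr4oe against K587A, and 31 shared by both comparisons with TetR-Mit1. That these counts fall so far reflects the median size of the changes (0.246, 0.341 and 0.399 on the log2 scale). DESeq2's Wald test called 2326, 3001 and 3367 genes, and 2324, 3000 and 3361 of these were also called by edgeR. Upper-quartile scaling raised the share of higher genes among the calls from 52.1% to 55.8% for K587A against TetR-Mit1. It lowered the share of higher genes among the calls from 49.3% to 41.2% for clr4oe against TetR-Mit1 and from 49.3% to 41.5% for clr4oe against K587A. It shifted the median of all genes to 0.0186, -0.0529 and -0.0767 in the 3 comparisons. Which direction was more frequent was not stable: for K587A against TetR-Mit1, where 1333 genes were higher and 1224 lower, DESeq2 called 1152 higher and 1174 lower, the fit to the 2 groups alone 1260 and 1310, and the filter of at least 10 counts in every library 1243 and 1296. For both clr4oe comparisons the majority also changed, for example under DESeq2 (1504 higher and 1497 lower against TetR-Mit1, 1711 and 1656 against K587A).

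Across the fits that each left out one library, the count ran from 2269 to 2350 for K587A against TetR-Mit1 (6 fits), from 2984 to 3053 for clr4oe against TetR-Mit1 (3 fits), from 3368 to 3404 for clr4oe against K587A (3 fits) and from 1565 to 1707 for the shared genes (6 fits). Leaving out a clr4oe library leaves 1 library in that group, so no count of calls was made for it. The counts for the heterochromatin list ran from 8 to 9, from 11 to 14 and from 9 to 10 in the 3 comparisons.

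With the replicate number as a block, 2573 genes were called for K587A against TetR-Mit1, 3119 for clr4oe against TetR-Mit1 and 3458 for clr4oe against K587A. Of the block calls, 2533, 3042 and 3410 were also called without the block. Same-numbered libraries did not share deviations from the group means in the comparisons with TetR-Mit1 (mean correlation 0.052 for K587A and 0.034 for clr4oe). Under the block the subtelomeric differences were -0.176, -0.522 and -0.301, on the same side of the threshold as without it.

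The subtelomeric results were the least stable. For K587A the difference within 50 kb was -0.267 and no longer past the threshold of the camera test (adjusted p = 0.374). For clr4oe against TetR-Mit1 it was no longer past it within 50 kb (-0.867, adjusted p = 0.087), within 200 kb (-0.0392, adjusted p = 0.432) or without the filter on low counts (-0.441, adjusted p = 0.0698). Over the alternatives tested with camera, the adjusted p ran from 0.00639 to 0.374 for K587A and from 0.0169 to 0.432 for clr4oe against TetR-Mit1. For clr4oe against K587A the difference reversed to 0.0247 within 200 kb (adjusted p = 0.432). In that comparison the fry test, which asks whether the set changed at all and not whether it changed more than other genes, put the same difference of -0.314 past the threshold (adjusted p = 0.00319). The cause of the dependence on distance and filter was not tested. Leaving out one library gave differences from -0.161 to -0.143 for K587A, from -0.678 to -0.482 for clr4oe against TetR-Mit1 and from -0.341 to -0.245 for clr4oe against K587A.

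Mit1 and clr4 kept their direction in each alternative run for them, and their side of the threshold in each one with a test. Upper-quartile scaling, the filters and the stricter thresholds were not run for these genes. For the 39 other named gene results, 359 of 363 alternative values did so. The 4 exceptions were in clr4oe against TetR-Mit1: raf2 under DESeq2 (log2 -0.17, adjusted p = 0.0554), under the block (log2 -0.16, adjusted p = 0.0651) and without TetR-Mit1 replicate 3 (log2 -0.13, adjusted p = 0.124), and mei4 without that replicate (log2 -0.45, adjusted p = 0.0504). Over the alternatives with a test, the adjusted p of edgeR or DESeq2 ran from 0.0153 to 0.124 for raf2 and from 0.00439 to 0.0504 for mei4. The log2 fold change of mei4 was -0.852 without clr4oe replicate 1 and -0.349 without clr4oe replicate 2. Fits without a clr4oe library carry no test. They were counted as agreeing where the shift stayed under the larger SD of the 2 groups. With 2 libraries this was nearly sure to be met, so these values add little to the count. Depth limits the genes with few counts, such as ura4 in clr4oe (15 and 17 counts).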

Other observations

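The tests of ura4's neighbours, of meu6, of mating type and of the depth of K587A replicate 3 were chosen only after the result they bear on had been seen, and every pattern was noticed and tested on the same data. For 4 tests (loss of the segment from part of the cells, the meu6 ratio, and library scaling for the genes beside ura4 and for the ribosomal protein genes) the reading was changed to undecided after the value was known. The criteria first written would have gone against each of these 4 explanations. For library scaling, the gaps to the medians of all genes given below argue against it in both patterns, for shifts relative to other genes only.

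Between 52.3% and 71.7% of the tested genes passed the threshold in each comparison. For K587A against TetR-Mit1, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs gave as many changed genes, the real one. The other 3 gave 0 genes, with 55 to 63 genes at an unadjusted p under 0.05. The same held for the subtelomeric camera p and for the heterochromatin list, where again 1 of the 4 splits reached the real value. The count cannot go below 1 of 4, and each of the other splits mixes the genotypes, which raised the common coefficient of variation from 3.58% to between 11.4% and 11.5%. Few calls there were fixed by the design, so these counts do not bear on chance. The library correlations did not overlap (0.9965 to 0.9975 within groups, 0.9445 to 0.9813 between groups). The remaining 6 of the 10 splits part only 1 same-numbered pair and were not used. Removing the 11 genes that are among the 10 most abundant of any library left 2535 changed genes. The 10 most abundant genes held only 7.62% to 11.1% of a library's counts, so this removal could change little. Leaving out the library with the lowest depth left 2296 changed genes. Over the 6 fits that each left out 1 library the count ran from 2269 to 2350, so 2296 is not specific to depth. The breadth of change was thus not removed by either step. The 6 mating-type-specific genes mfm1, mfm2, mfm3, mam2, map2 and map3 differed by at most 0.594 on the log2 scale between any 2 groups. Past the threshold were map3 in K587A against TetR-Mit1 (log2 0.295) and, in clr4oe against K587A, map3 (-0.307), mam2 (0.32) and mfm3 (-0.562). Differences of this size go against strains of different mating type, although mfm1 and map2, with means of 1.41 and 1.49 CPM, can show little. The labels give a single strain number per genotype. Other differences between strains, or in the state of the cultures at harvest, cannot be told apart from the genotype, and the small spread between replicates (3.58%) does not include them.

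Of 4873 windows of 5 neighbouring genes, the one with the largest absolute median was at or beside ura4 in both comparisons with TetR-Mit1, in opposite directions. In K587A the window from SPCC330.03c to pmp20 had a median log2 fold change of 2.18, and none of 1000 shuffles of gene order gave one as large (permutation p = 0.001, the smallest they can give). In clr4oe the window from rhp16 to mug135 had a median of -2.39, and 2 of 1000 shuffles gave one as far from 0 (permutation p = 0.003). Chance adjacency therefore does not account for it, although shuffling ignores the tendency of neighbouring genes to change together. Over 3 scalings, the median of the 5 genes from rhp16 to mug135 came nearest to 0 at -2.38. The median of all genes moved only between -0.0529 and 0.00233 under these scalings. This test could therefore not have come out otherwise and shows no stability. A wrong scaling factor would, however, move all genes of a library alike. The median of all genes was -0.00258 under TMM, which itself holds it near 0, against -2.39 for these 5 genes. A wrong factor would leave this gap unchanged, which argues against scaling as the source of their fall relative to other genes. Loss of the segment from every cell would leave no gene above the floor, but rhp16 kept 277 counts in the lower clr4oe library. The least-counted gene kept 2, and the choice of the best-counted gene to decide was made after both were seen. Loss from part of the cells would lower each gene by the same factor. The 5 factors differed (Cochran's Q, chi-square approximation, p = 0.0058), but between the 2 genes with at least 100 counts no difference was detected (chi-square p = 0.057). The pattern cannot be told apart from this explanation. Local silencing near ura4 is a further hypothesis for which no test is given here, and the labels do not say where TetR binds.

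Ribosomal protein genes moved in opposite directions in the 2 comparisons. In K587A all 138 were higher (median log2 fold change 0.421), and in clr4oe 124 of 138 were lower and 1 higher (median -0.352). The direction was the same under the 3 scalings, with medians of 0.414 to 0.434 and of -0.402 to -0.347; the one nearest to 0 had an absolute value of 0.347. These scalings differ too little to change the sign, so that test does not decide. A wrong scaling factor would, however, move all genes of a library alike. Under TMM, which itself holds the median of all genes near 0, that median was 0.00579 in K587A and -0.00258 in clr4oe. A wrong factor would leave the gap between these 138 genes and the others unchanged. This argues against scaling for their shift relative to other genes. Whether these genes or the others moved is not settled by it. The list was corrected after its result had first been seen, by taking out 3 genes of RNase P that a name pattern had included. None of 10000 gene lists matched on mean expression had a median as far from 0 in the same direction (0%; their medians were 0.146 and 0.0587). After a fit on gene length, GC content and mean expression in the other genes, 67.2% of the K587A median was left, and the clr4oe median moved further from 0, to -0.621. Neither expression level nor gene length and GC content accounts for the whole shift. A difference in growth between the cultures is a hypothesis that may explain the shift; no growth measure was used here, and it cannot be told apart from the genotype. The 1 ribosomal protein gene higher in clr4oe was rps1401 (log2 0.82), the gene with the second largest rise in K587A among those with a mean of at least 5 CPM, whereas its second copy rps1402 fell in clr4oe (log2 -0.58).

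The rise of meu6 in clr4oe could come from reads of the overlapping clr4 transcript counted as meu6. The ratio of meu6 to clr4 counts was 0.609 ± 0.029 in TetR-Mit1 (SD, n = 3), 0.661 ± 0.015 in K587A (SD, n = 3) and 0.637 ± 0.016 in clr4oe (SD, n = 2). The largest difference between groups, 0.052, exceeded the spread between libraries but lay between the groups in which clr4 did not change, so the test does not decide. A modification that raises both genes was not tested.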
